A study of Homo sapiens with 288 samples.

How the data were processed

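Accessible chromatin was measured in 288 wells of primary human mammary epithelial cells at passage 5, 96 each untreated, with D2HG and with L2HG. Per the labels' protocols, cells were captured singly on a Fluidigm C1 chip, stained for viability, lysed and treated with Tn5 transposase, which inserts adapters into open DNA. The fragments were pre-amplified on the chip and amplified again by PCR with a barcode per well. Per the submitters' processing notes, FastQC, Bowtie2, Picard, SAMtools and MACS2 were used with the builds GRCh37 and hg19, and versions, settings and order were not given in the sources used here. That includes any shift of reads to the Tn5 insertion point, which would move summits by a few bases, and any removal of duplicates, which decides how well PCR copies are kept out of the calls. All 96 wells of a group name the same summit list per the labels, so that calls were made on pooled cells. The number of wells that entered a list, their read depth and any filter on cells were not given. Wells are single cells and not replicates.

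Each deposited list gives 1-bp summit positions and 1 score per summit. Per the labels the caller was MACS2, and the authors' score is on a −log10 scale of a p-value or q-value, which of these is not stated. Each list held only 19, 23 or 21 distinct scores, from 2.88 to 48.2 (untreated), 2.85 to 66.2 (D2HG) and 2.65 to 57.7 (L2HG). These distinct values are called score steps. Scores were used to describe, rank or filter summits within their list. The closing section also compares the spacing of scores between lists. Positions are given 1-based. There were 0 columns of per-sample values without a sample.

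A summit was matched if a summit of the other list lay within 250 bp. Shares have exact Clopper-Pearson 95% intervals, and the chance level came from 1000 circular shifts of summits within chromosomes. Regions were made by extending all summits by 250 bp on each side and merging. Without a treatment effect, and with each region having its own strength and each list its own yield, the share of regions in exactly 2 lists that miss a given list was taken as proportional to 1 over the number of regions in that list alone. Intervals of such ratios, and of the shares of regions called in both lists of a pair, came from 1000 bootstraps of 5-Mb windows. For chromosomes and windows with at least 20 regions called in 1 list of a pair, the share belonging to the second list was set against the genome-wide share, with 1000 reassignments of list membership among regions. With 1 list per group there was no test across replicates, and intervals and reassignments cover counting error only, since PCR copies and cells of 1 pool are not independent samples. The chromosome and window comparisons and the shares of regions called in both lists of a pair were not among the planned results and were made after the data were seen. They covered 69 chromosome-by-pair intervals and over 500 windows per pair, and chromosomes 3, 5 and X were singled out from them.

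The sites named were chosen by a rule fixed before the data were examined, with its gene-based parts left out. Per pair and direction these were the 5 highest-scoring summits with no summit of the other list within 5 kb. For sites called with both enantiomers and not untreated, ranked by the poorer of the within-list ranks, and for untreated summits absent from both treated lists, they were the first 10. The 5 highest of each list were taken as a description, with ties in genome order. The text names the first of each set. The gene table used here is of another build (GRCh38.p14) and no sequence of the files' build was used. The planned promoter shares, motif and CpG content, gene lists, cell type markers and gene names were therefore not run, and no site is assigned to a gene.

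The matching was tested on simulated data, where 19.8% and 59.7% of untreated summits were left out of a copy and 19.7% and 59.5% were found unmatched. The ratio for regions of exactly 2 lists was tested on 50 simulated sets each. Their means and SDs hold only for the model they were drawn from. For D2HG with L2HG it had a mean log2 of 0.008 (SD 0.021) with no effect and 0.112 (SD 0.019) with 500 regions added to both treated lists. A further 50 sets without an effect were run at equal length and at minimum scores. Alternatives were matching distances of 100 and 1000 bp, minimum scores of 5 and 10, lists of equal length, thinning to 1 summit per 500 bp and autosomes only. Alternatives added after the data were seen were further minimum score steps, equal length combined with a minimum score, and a Poisson threshold model of the expected count. Intervals given for that model are the main interval moved to the new ratio, not bootstraps of a refit. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.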

Results

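Chromatin accessibility was profiled with a single-cell assay for transposase-accessible chromatin (scATAC-seq) in primary human mammary epithelial cells (HMECs), which line the ducts and lobules of the breast, at passage 5. The cells were left untreated or exposed to D-2-hydroxyglutarate (D2HG) or L-2-hydroxyglutarate (L2HG). These enantiomers are mirror images of the same metabolite. As background, D2HG is the product of mutant isocitrate dehydrogenase, L2HG can form by side reactions of lactate and malate dehydrogenases, and both can inhibit dioxygenases that depend on 2-oxoglutarate, among them the TET DNA demethylases and the JmjC histone demethylases. Doses and durations were not given in the sources used here. The 288 wells fell into 3 groups of 96, and all wells of a group named 1 list of accessible sites called on the pooled cells. Each group therefore had 1 list, no replicate list was used, and no difference between lists could be set against the spread between replicates. Intervals cover counting error only, at the 95% level. How far 2 lists of the same treatment would differ is not known from these data.

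The untreated list held 26152 summits, the D2HG list 26287 and the L2HG list 31310, so that the L2HG list was 1.20 times as long as the untreated list and the D2HG list 1.005 times. These counts cover chromosomes 1 to 22 and X only, at positions in the GRCh37 (hg19) build. Summits on any other sequence were not counted. The highest untreated summits were at chromosome 5 position 92917296 and chromosome 15 position 101253750, each with the authors' score of 48.2. The highest D2HG summit was at chromosome 17 position 3658034, with a score of 66.2, and the highest L2HG summit was at chromosome 1 position 212781825, with a score of 57.7. Each of these 4 positions had a summit within 250 bp in both other lists. Most calls were weak. Of the untreated summits 65.7% had one of the 2 lowest scores of their list, against 64.6% of D2HG and 65.4% of L2HG summits. A score of 10 or more was held by 10.6%, 11.7% and 10.9% of the summits, in the same order.

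The first comparison asked which accessible sites of untreated cells were called after D2HG, and which were called only after it. The highest-scoring untreated summit with no D2HG summit within 5 kb was at chromosome 10 position 5423087, with a score of 36.9, and the nearest D2HG summit was 88943 bp away. It was followed by chromosome 17 position 75302224, with a score of 31.4, and chromosome 2 position 200251303. In the other direction, the highest D2HG summit without an untreated one within 5 kb was at chromosome 22 position 38576244, with a score of 34.1. It was followed by chromosome 1 position 161261501 and chromosome 2 position 113103727, each with a score of 31.5. Such summits without a partner within 5 kb numbered 10449 in the untreated list and 10755 in the D2HG list, of which 282 and 346 had a score of 10 or more.

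Of the untreated summits, 37.7% (exact Clopper-Pearson interval 37.1 to 38.3) had a D2HG summit within 250 bp, and 37.6% of D2HG summits (36.96 to 38.14) had an untreated one. After circular shifts of the summits within chromosomes the mean share was 0.46% in both directions, and the highest of 1000 shifts gave 0.71%. The share matched to the whole other list rose with the score. At the lowest score of the untreated list 16.6% of summits were matched, and among untreated summits with a score of 10 or more 77.99% (76.40 to 79.52) were. With that minimum in both lists the share was 38.07%, about that of all summits. The matched shares depended on the distance allowed, and within 100 bp 23.5% of untreated summits had a D2HG partner.

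**Figure D1:**
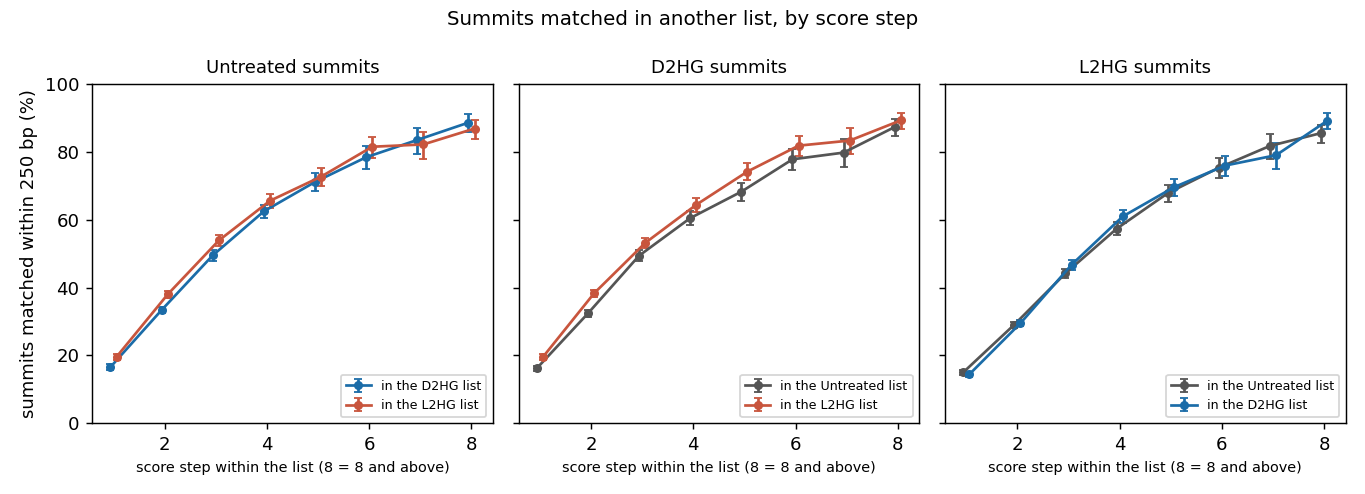
Share of summits with a summit of another list within 250 bp (vertical axis, percent) by score step within the list (horizontal axis, from the lowest score at 1 to 8 and above), for untreated, D2HG and L2HG summits. Bars are 95% Clopper-Pearson intervals, and each curve rises from between 14.4% and 19.6% at the lowest step to between 85.5% and 89.2% at the highest.

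The second comparison asked the same of L2HG. Chromosome 10 position 5423087 was also the highest untreated summit with no L2HG summit within 5 kb. Chromosome 1 position 31950412, chromosome 2 position 200251303 and chromosome 5 position 2039435 followed, with equal scores. The highest L2HG summit without an untreated one within 5 kb was at chromosome 2 position 241172607, with a score of 32.6, followed by chromosome 6 position 91555518 and chromosome 16 position 8754833, each with a score of 30.02. Such summits numbered 9188 in the untreated list and 13190 in the L2HG list, of which 234 and 408 had a score of 10 or more.

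An L2HG summit lay within 250 bp of 41.3% of untreated summits (40.7 to 41.9), and an untreated summit lay within 250 bp of 34.5% of L2HG summits (10793 of 31310, lower bound 33.9). The means after circular shifts were 0.55% and 0.46%. Among summits with a score of 10 or more, 78.8% of untreated and 75.1% of L2HG summits were matched in the other list. The unequal shares in the 2 directions follow from the unequal lengths of the lists, since 10798 untreated and 10793 L2HG summits were matched. With both lists held to the same length, the shares were 38.6% and 38.4%. Near-equal counts must give near-equal shares there, so this tests nothing further.

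The third comparison set the enantiomers against each other. The highest D2HG summits without an L2HG summit within 5 kb were at chromosome 1 position 161261501, chromosome 2 position 113103727 and chromosome 20 position 54949223, the last with a score of 28.8, and none of these 3 had an untreated summit within 5 kb either. The highest L2HG summit without a D2HG one within 5 kb was at chromosome 15 position 22908544, with a score of 46.2, followed by chromosome 3 position 137894519, with a score of 32.6, and chromosome 16 position 8754833. There were 9370 such D2HG summits and 13085 such L2HG summits, of which 239 and 368 had a score of 10 or more. Of D2HG summits, 41.99% (41.39 to 42.59) had an L2HG summit within 250 bp, and of L2HG summits 35.3% (34.7 to 35.8) had a D2HG one. Shifted summits gave means of 0.55% and 0.46%.

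After the summits of all lists were extended by 250 bp on each side and merged, D2HG and L2HG shared 28.99% of the regions called in either of them. Untreated cells shared 28.70% of such regions with D2HG and 28.69% with L2HG. The share of the enantiomers with each other exceeded the untreated to D2HG share by 0.29 percentage points (-0.14 to 0.75, bootstrap of 5-Mb windows) and the untreated to L2HG share by 0.29 points (-0.13 to 0.73). Neither interval excluded 0 over all summits. At a minimum score of 10 both did, with differences of 1.64 points (0.206 to 3.13) and 2.44 points (1.005 to 3.88). With lists of equal length the first difference was 1.23 points (0.78 to 1.72) and the other 0.34 (-0.11 to 0.83), so that the call depended on which summits entered.

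The merged regions numbered 51326, and 8424 of them (16.4%) were called in all 3 lists. A score of 10 or more in at least 1 of their lists was reached in 50.8% of these. The shares were 1.64%, 1.80% and 1.90% of the regions called only in the untreated, D2HG and L2HG list. Single-list regions numbered 9926, 10033 and 13516 in that order. Regions of all 3 lists had a score in each list that could reach 10, which by itself raises their share. The highest-ranked sites called with both enantiomers and with no untreated summit within 5 kb were at chromosome 2 position 73460481, chromosome 20 position 5100785, chromosome 8 position 67525692 and chromosome 12 position 57082226 (positions of the D2HG summits). At the first of these the D2HG score was 26.2 and the L2HG score 17.6. The same rule gave chromosome 3 position 131855031, chromosome 15 position 100468736, chromosome 17 position 77771078, chromosome 2 position 241172758, chromosome 3 position 36743301 and chromosome 16 position 15576396. D2HG summits matched by L2HG with no untreated summit within 5 kb of either numbered 2295, and 45 of these had a score of 10 or more in both lists. With the 5 kb rule applied to the D2HG summit alone they numbered 2298. By that rule, 2126 untreated summits were matched by L2HG without D2HG, and 1415 were matched by D2HG without L2HG. In the reverse direction, 6798 untreated summits had no summit of either treated list within 5 kb, and 119 of them had a score of 10 or more. These need a call in 1 list only, so their number is not the counterpart of 2295. They were led by chromosome 10 position 5423087, chromosome 2 position 200251303 and chromosome 5 position 2039435, followed by chromosome 1 position 112049944, chromosome 4 position 3038889 and chromosome 17 position 55584330, each of the latter with a score of 23.6.

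**Figure D2:**
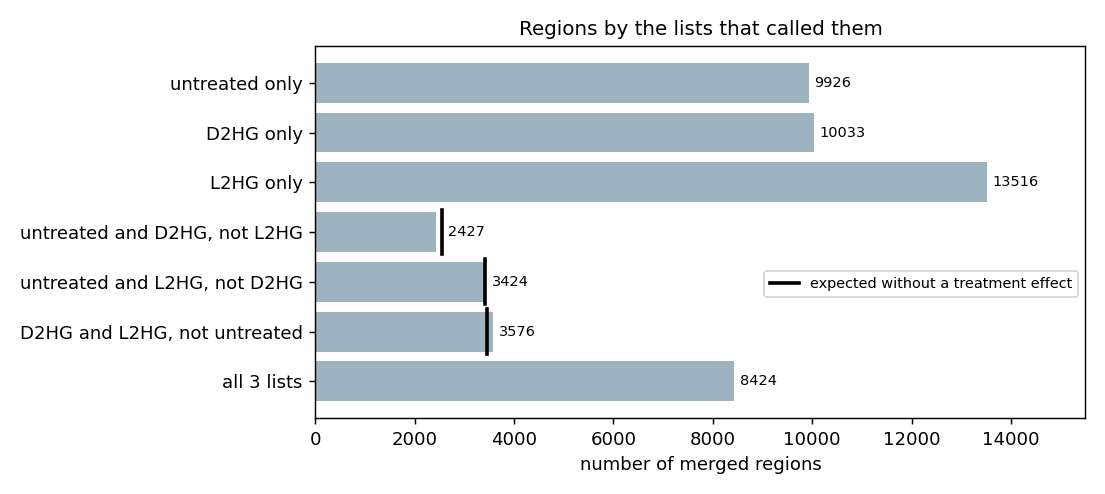
Number of merged regions (horizontal axis) by the lists that called them (vertical axis), with black lines for the number expected without a treatment effect among regions called in exactly 2 lists. D2HG with L2HG but not untreated gave 3576 regions against 3461 expected, and untreated with D2HG but not L2HG gave 2427 against 2542.

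Regions called with both D2HG and L2HG but not untreated numbered 3576, against 3461 expected without any treatment effect given the number of single-list regions. The log2 ratio was 0.047 (0.007 to 0.089, bootstrap of 5-Mb windows), an excess of 3.3%. Regions called in untreated and L2HG cells but not with D2HG numbered 3424 against 3424 expected. Those called in untreated and D2HG cells but not with L2HG numbered 2427 against 2542, a log2 ratio of -0.067 (-0.121 to -0.014). The 3 expected counts were held to the observed total, so this deficit and the excess above are not separate results. Neither the untreated with L2HG nor the untreated with D2HG ratio held across settings. Without the lowest score step the untreated with L2HG ratio was -0.065 (-0.111 to -0.018), and the untreated with D2HG ratio turned to 0.036 (-0.024 to 0.094). The untreated list enters both treated comparisons. In 50 simulations without an effect the log2 ratio for D2HG with L2HG had a mean of 0.008 and an SD of 0.021. The observed excess lay less than 2 SD above that mean, which holds for the simulated model only. For untreated with D2HG the simulated mean was -0.025 (SD 0.020). The ratio for D2HG with L2HG depended on the setting. It was higher at equal length, at 0.092 (0.047 to 0.140), and at a minimum score of 10, at 0.144 (0.015 to 0.261), and its interval included 0 with a minimum score of 5, at 0.043 (-0.023 to 0.107), and with equal numbers of summits at that minimum, at 0.014 (-0.068 to 0.084). Against the count expected from a Poisson threshold of 3 fragments as fitted, the D2HG with L2HG ratio turned to -0.181. That model exceeded all 3 counts of regions in exactly 2 lists. Held to their total, it gave 0.028. The interval for this value (-0.012 to 0.070) is the main interval moved to it, so it does not test the model.

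By chromosome, regions called in only one of 2 lists were spread unevenly, and the chromosomes named were singled out after their values were seen. Chromosome 5 stood out in the comparison of L2HG with untreated cells. Of the 1641 regions on it that were called in 1 of these lists, 51.43% (48.98 to 53.88) were L2HG only, against 58.05% over the genome. Against D2HG, L2HG-only regions made up 52.7% (50.2 to 55.2) on chromosome 5 and 57.6% over the genome. Both comparisons share the L2HG list, so the second is not an independent repeat of the first. The share of the L2HG list on chromosome 5 fell short of that of the untreated list by a log2 of -0.205 (-0.306 to -0.104). At a minimum score of 5 it was -0.195 (-0.364 to -0.027), and at 10 the interval included 0, at -0.229 (-0.534 to 0.075). Chromosome 3 lay above the genome-wide share in both treated comparisons, which share the untreated list, with 978 of 1800 regions D2HG only (54.3%) and 1145 of 1875 L2HG only (61.1%, 58.8 to 63.3). Chromosome X held 57.96% (54.20 to 61.66) D2HG-only regions, against 50.5% over the genome, and its share of the D2HG list exceeded that of the untreated list by a log2 of 0.309 (0.140 to 0.479). That log2 was 0.264 (-0.058 to 0.587) at a minimum score of 5 and 0.002 (-0.640 to 0.643) at 10. In all, 6, 5 and 5 of 23 chromosomes had an interval that left out the genome-wide share, for D2HG against untreated, L2HG against untreated and L2HG against D2HG. When list membership was reassigned at random among regions, 2, 0 and 1 of 1000 reassignments had any chromosome as far from the genome-wide share. Of windows of 5 Mb, 28 of 518, 30 of 522 and 25 of 529 lay outside, or 5.4%, 5.7% and 4.7%. The nominal level is 5%, but exact intervals on few regions can miss less often, and the number outside was not counted under reassignment. An excess of such windows was therefore not decided. In 732, 235 and 454 of 1000 reassignments some window lay as far from the genome-wide share as the farthest one observed. With few regions per window, a shift of the size seen on chromosome 5 could go unseen.

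**Figure D3:**
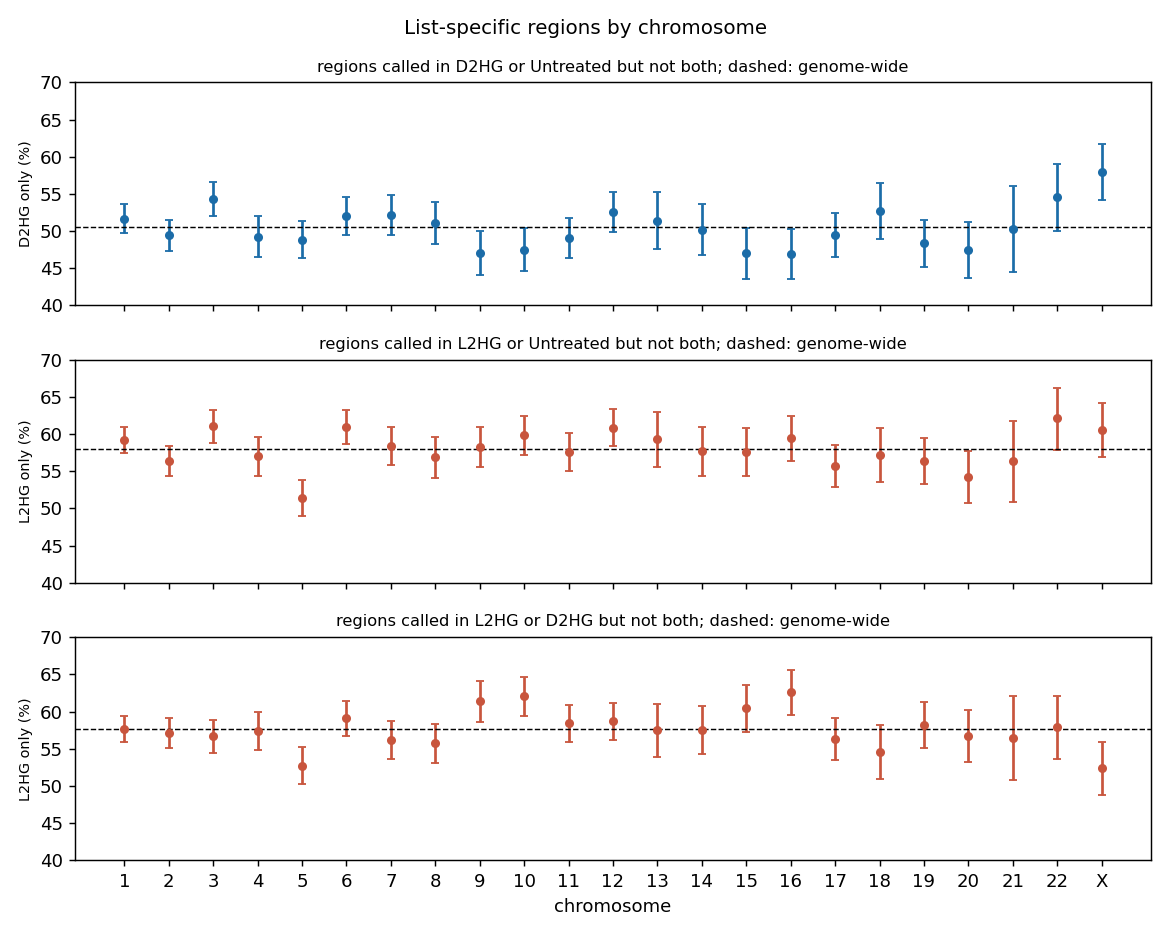
Percent of list-specific regions that belong to the second list of each pair (vertical axis) by chromosome (horizontal axis), with 95% Clopper-Pearson intervals and the genome-wide percent as a dashed line. Chromosome 5 lies at 51.4% L2HG only against untreated cells and at 52.7% against D2HG, below the dashed lines at 58.05% and 57.62%.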

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

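Alternatives without the lowest score step, with minimum score steps 3 to 7, with equal length combined with a minimum score, and with a Poisson model were chosen after seeing the data, as were all settings for shared regions, for chromosomes and for regions called in untreated cells and 1 treated list. Values of matched shares are in the order untreated in D2HG, D2HG in untreated, untreated in L2HG, L2HG in untreated, D2HG in L2HG and L2HG in D2HG. Matching within 100 bp gave 23.5, 23.4, 25.4, 21.2, 25.994 and 21.8%, and within 1000 bp 51.2, 50.5, 55.6, 47.991, 55.5 and 48.7%, as a narrower or wider window must. A minimum score of 5 in both lists gave 41.6, 40.1, 45.036, 37.2, 44.9 and 38.7%. A minimum of 10 in both lists gave 38.07, 34.5, 39.6, 32.028, 40.7 and 36.6%. Equal length gave 38.6, 38.4, 39.4 and 39.2% for the last 4. Thinning gave 36.7, 36.3, 39.993, 33.4, 40.7 and 34.3%. Without the lowest score step the shares were 42.1, 41.3, 45.3, 37.4, 46.2 and 38.9%. With equal length and a minimum score of 10 they were 35.4, 35.5, 34.3, 37.2 and 37.3%, leaving out L2HG in untreated, which kept within its interval. On autosomes alone all 6 shares stayed within their intervals. Except for the matching distance, the cause was not tested.

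The log2 ratio for regions with both enantiomers but not untreated stayed above 0 with its interval at 100 bp, at 1000 bp, at a minimum score of 10 (the same filter as score step 5 and above), at equal length, with thinning and on autosomes, between 0.050 and 0.144. It lost that at a minimum score of 5, which is the same filter as score step 3 and above (0.043), without the lowest score step (0.036), at score steps 4 (0.052) and 6 (0.118) and above, and at equal length with a minimum score of 5 (0.014). It also kept its interval above 0 at score step 7 and above (0.230) and at equal length with a minimum score of 10 (0.197). A Poisson threshold of 2, 3 or 4 fragments, as fitted, turned it to -0.138, -0.181 and -0.207. That model expected too many regions of all 3 kinds called in exactly 2 lists (with 3 fragments the others were at -0.215 and -0.242), so it misfits their total. Held to the observed total, a form added after the fitted one was seen, it gave 0.021, 0.028 and 0.031. The intervals for these include 0, but they are the main interval moved to each ratio and not bootstraps of the model. The ratio for untreated with D2HG but not L2HG, -0.067, turned to 0.008 at 100 bp, 0.022 at a minimum score of 5 (score step 3 and above), 0.027 at step 4 and above, 0.036 without the lowest step and 0.058 at equal length with a minimum score of 5. It stayed below 0 with its interval, and was larger in size, at 1000 bp (-0.148), equal length (-0.131) and score step 7 and above (-0.298), and its interval included 0 at a minimum score of 10 (-0.005, also with equal length) and at step 6 and above (-0.016). That for untreated with L2HG but not D2HG, 0.000, fell below 0 with its interval at 100 bp (-0.059), at a minimum score of 10 (-0.174), without the lowest step (-0.065) and at equal length with a minimum of 10 (-0.206). The share of regions common to D2HG and L2HG exceeded that of untreated and D2HG, with an interval above 0, at 1000 bp (0.919 points), a minimum score of 10 (1.644) and equal length (1.230), and that of untreated and L2HG at 100 bp (0.578), minimum scores of 5 (0.916) and 10 (2.441), without the lowest step (0.746) and at equal length with a minimum of 10 (2.342). The share of untreated with L2HG less that of untreated with D2HG, -0.006 points, went both ways, to 0.656 within 1000 bp and 0.887 at equal length, and to -0.403 within 100 bp and -0.549 without the lowest step. The cause was not tested for any of these. The chromosome 5 ratio of L2HG to untreated, log2 -0.205, had an interval including 0 at a minimum score of 10 (-0.229, -0.534 to 0.075) and at that minimum with equal length (-0.173). That of chromosome X for D2HG did so at minimum scores of 5 and 10, at 10 with equal length, and without the lowest score step.

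No paired analysis was possible because each group is 1 pooled list without replicate columns. Leaving out replicates was not possible for the same reason. Other promoter windows, motif windows, gene list settings and equal length for the named sites were not run. Read depth was not given in the sources used here, and what it limits could not be measured. Under 20% of summits at the lowest scores were matched, and missed sites, false calls and real differences could each give this; without the lowest score step matching of untreated summits in D2HG was 42.1% against 37.7%.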

Other observations

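Equal length and the minimum scores of 5 and 10 were planned as settings for regions called with both enantiomers. All other tests given here, those on chromosome 5 included, and the use of any as a test of an explanation, were chosen after the results were seen, and the regions in the first paragraph were picked by their values. The 1-Mb windows densest in regions called in all 3 lists were at chromosome 11 from 65000001 to 66000000 and chromosome 16 from 30000001 to 31000000 (19 regions each), in GRCh37 positions. Chromosome 12 from 56000001 to 57000000 held 18, and chromosome 1 from 27000001 to 28000000 and chromosome 12 from 6000001 to 7000000 held 17 each. On chromosome 6 from 25000001 to 35000000, 168 untreated, 207 D2HG and 269 L2HG summits were called, or 0.642% (0.549 to 0.747), 0.787% (0.684 to 0.902) and 0.859% (0.760 to 0.968) of the lists. This segment joins 2 of 522 windows compared between L2HG and untreated cells, with L2HG-only shares of 72.3% and 71.7%. They were among those farthest above the genome-wide share relative to counting error. The joined segment was not tested against chance.

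The L2HG list was 1.197 times as long as the untreated list. Scores take few values, and the spacing of successive scores falls as the background of a list rises. Over 12 steps the spacing implied a background for L2HG of 1.256 times that of the untreated list (SD 0.032 over steps). For D2HG the value was 0.994 (SD 0.045). If it is a ratio of backgrounds, 1.256 goes with deeper pooled coverage of the L2HG cells. More accessible sites after L2HG were not tested by the length ratio of 1.197, which is the pattern itself. A longer list at an equal implied background was not seen, since the value for L2HG was 1.256. A higher background does not exclude more sites as well, and no read depth was given in the sources used here. Reading the spacing as coverage assumes 1 background per list, which no source states, and a score that is the −log10 of a p-value. If the score is of a q-value, the spacing also depends on the ranks of the calls, and 1.256 is not a ratio of backgrounds. Both assumptions together would give about the same ratio at every step. Single steps ranged from 0.941 to 1.120 for D2HG and from 1.192 to 1.296 for L2HG. This scatter argues against holding both assumptions, so deeper coverage of the L2HG cells stays open.

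Chromosome 5 held 0.868 times the share of the L2HG list that it held of the untreated list, and 0.897 times its share of the D2HG list. Both ratios rest on the same L2HG list. Counting error among independent regions was argued against by 0 of 1000 reassignments with any chromosome as far out. Spread between pools of the same treatment stays open, since reassignments do not cover it. D2HG against untreated and L2HG against D2HG also gave only 2 and 1 of 1000. A few loci were argued against by a share of 52.4% (49.86 to 54.96) without the 2 lowest 5-Mb windows, still below 58.05%. Weak calls were argued against by a ratio of 0.873 (0.777 to 0.982) at a minimum score of 5, and at 10 the log2 was as large as over all summits (-0.229 against -0.205) with an interval that included 0. GC bias was argued against by the AT-rich chromosomes 4 and 13, which lay at 57.8% (55.65 to 59.86). A different make-up or copy number of the pooled cells stays open, because 9 of 9 windows of 20 Mb lay below the genome-wide share and the treatment has 1 pool, from which a treatment effect was not separated.

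Regions called with both enantiomers but not untreated exceeded the expectation by a log2 of 0.047. The expectation keeps the total of regions in exactly 2 lists. A deficit of untreated with D2HG (-0.067) would therefore also appear as an excess elsewhere. Over all summits the simulated mean without an effect was 0.008 (SD 0.021), a spread that leaves chance open for this excess. The longer L2HG list as the whole cause was argued against by equal length, at 0.092 (0.047 to 0.140) against a simulated mean of 0.013 (SD 0.024) without an effect, and with a minimum score of 10 as well, at 0.197 (0.057 to 0.320) against a simulated 0.054 (SD 0.065), although with a minimum score of 5 the ratio was 0.014 against a simulated 0.036. Weak calls near the calling threshold stay open. Over 6 minimum score steps the ratio was 0.036, 0.043, 0.052, 0.144, 0.118 and 0.230. It was below the 0.047 of all summits at the first of these (0.036 and 0.043) and above it at the others. Only 2 of the 6 intervals lay above 0. At a minimum score of 10 the lower bound was 0.015 (0.144, upper bound 0.261), below the simulated mean of 0.019 (SD 0.055). The form of the expectation stays open. With a Poisson threshold of 3 fragments, held to the observed total, the ratio was 0.028. Its interval (-0.012 to 0.070) is the main interval moved to that ratio, so whether it includes 0 under this model was not tested. A shared response to both enantiomers was not separated from these.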
